# Cerebellar Blood Flow and Gene Expression in Crossed Cerebellar Diaschisis after Transient Middle Cerebral Artery Occlusion in Rats

**DOI:** 10.3390/ijms21114137

**Published:** 2020-06-10

**Authors:** Naoya Kidani, Tomohito Hishikawa, Masafumi Hiramatsu, Shingo Nishihiro, Kyohei Kin, Yu Takahashi, Satoshi Murai, Kenji Sugiu, Takao Yasuhara, Ikuko Miyazaki, Masato Asanuma, Isao Date

**Keywords:** apoptosis, cerebral blood flow, crossed cerebellar diaschisis, ischemic stroke, oxidative stress

## Abstract

Crossed cerebellar diaschisis (CCD) is a state of hypoperfusion and hypometabolism in the contralesional cerebellar hemisphere caused by a supratentorial lesion, but its pathophysiology is not fully understood. We evaluated chronological changes in cerebellar blood flow (CbBF) and gene expressions in the cerebellum using a rat model of transient middle cerebral artery occlusion (MCAO). CbBF was analyzed at two and seven days after MCAO using single photon emission computed tomography (SPECT). DNA microarray analysis and western blotting of the cerebellar cortex were performed and apoptotic cells in the cerebellar cortex were stained. CbBF in the contralesional hemisphere was significantly decreased and this lateral imbalance recovered over one week. Gene set enrichment analysis revealed that a gene set for “oxidative phosphorylation” was significantly upregulated while fourteen other gene sets including “apoptosis”, “hypoxia” and “reactive oxygen species” showed a tendency toward upregulation in the contralesional cerebellum. MCAO upregulated the expressions of nuclear factor erythroid 2-related factor 2 (Nrf2) and heme oxygenase-1 (HO-1) in the contralesional cerebellar cortex. The number of apoptotic cells increased in the molecular layer of the contralesional cerebellum. Focal cerebral ischemia in our rat MCAO model caused CCD along with enhanced expression of genes related to oxidative stress and apoptosis.

## 1. Introduction

The term “diaschisis” was coined by von Monakow as the temporary functional shock of intact regions distant to the lesion [1]. Since then, several patterns of diaschisis have been identified, and Baron et al. first described the occurrence of crossed cerebellar diaschisis (CCD) after hemispheric stroke in 1981 [2]. CCD is characterized by decreased metabolism and blood flow in the cerebellar hemisphere contralateral to a supratentorial brain lesion, such as an epileptic lesion, brain trauma, Alzheimer’s disease, or stroke [3]. To date, the mechanism of CCD has been assumed to begin with an interruption of the excitatory input to the cerebellum, mainly via the cortico-ponto-cerebellar pathway, which causes hypometabolism and hypoperfusion of the cerebellum [4,5].

In the previous researches evaluating CCD, most of them were concerned with cerebral ischemic stroke. Some studies indicated that a volume of infarct, a severity of impaired perfusion, a location of stroke, and a side of lesion are associated with CCD [6,7,8,9]. And some scholars showed the association between CCD and functional outcomes [8,10], and showed the significance of CCD as a diagnostic aid of supratentorial impairment and a prognostic factor after revascularization surgery [11,12]. They indicated that CCD is not only an associated phenomenon of supratentorial tissue damage, but an important indicator of the therapeutic effect, functional recovery and prognosis of patients. Furthermore, the recent data based on rodent models of cerebral ischemia suggest that stimulation of the cerebellar nucleus is efficient for post-stroke neurorehabilitation, termed as “upside-down CCD” [13,14].

As CCD has been mainly reported and discussed in clinical settings, little is known about the molecular and biological mechanisms of CCD in either human or experimental models. The preclinical characterization of CCD in animal models might provide a novel understanding of neural interaction after brain injury. In the present study, we evaluated the chronological changes in CCD using single photon emission computed tomography (SPECT) in a rat middle cerebral artery occlusion model, examined gene expression patterns in the cerebellar hemispheres in CCD, and performed histopathological analysis.

## 2. Results

### 2.1. Baseline Characteristics

2,3,5-triphenyltetrazolium hydrochloride (TTC) staining at the endpoint of each protocol revealed cerebral infarction in the middle cerebral artery (MCA) perfusion area, consisting of both cerebral cortex and deep white matter, in all rats subjected to middle cerebral artery occlusion (MCAO). None of the rats in the control group showed any obvious TTC-unstained areas.

### 2.2. Time Course of CBF and CbBF after MCAO

A representative SPECT image coregistered with its corresponding computed tomography (CT) image is shown in Figure 1. Cerebral blood flow (CBF) and cerebellar blood flow (CbBF) perfusion rate were evaluated using N-isopropyl-^123^I-p-iodoamphetamine (^123^I-IMP) SPECT/CT for both control group and MCAO group (Figure 2). Mean CBF r/l ratio of control group was 100.7 ± 2.5%. Compared to the control group, the CBF ratio was significantly decreased two and seven days after MCAO (two days: 36.6 ± 16.9%, seven days: 62.1 ± 20.0%). When the CBF ratio was compared between two and seven days after MCAO, it significantly recuperated at seven days after MCAO. Mean CbBF l/r ratio of control group was 100.1 ± 2.9%. Compared to the control group, the CbBF ratio was significantly decreased two and seven days after MCAO (two days: 85.7 ± 6.6%, seven days: 93.3 ± 2.4%). When the CbBF ratio was compared between two and seven days after MCAO, it significantly rose up at seven days after MCAO.

### 2.3. Gene Expression Changes in the Cerebellar Cortex Induced by MCAO

In the contralateral cerebellar cortex, 765 genes were increased and 1813 were decreased after MCAO as compared to the control group. 

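Gene expression was measured 2 days after surgery on 1-colour microarrays, in which Cy3-labelled RNA of 1 sample is hybridised to an array and a scanner reads the fluorescence intensity of each spot. There was 1 array for the contralateral and 1 for the ipsilateral cerebellar cortex of the MCAO group, and 1 for the left cerebellar cortex of the control group. Each array carried RNA pooled from 4 rats, and the 3 arrays lay on 1 slide. There were no replicate arrays, so no test was made, and each difference is one between pools. The pools of both sides came from the same rats. The authors quantified the spots with Agilent Feature Extraction, which subtracts the background. Of the 58717 spots that are not controls, 42470 were well above background on the contralateral array, 43028 on the ipsilateral array and 43283 on the control array. No spot was saturated. The 75th percentile of the signal was 2103 on the contralateral array, 1614 on the ipsilateral array and 2336 on the control array. The values deposited by the authors were the same signals multiplied by 1 factor per array, which was 1.12, 1.45 and 1.04 in the same order. For the counts given here, the log2 signal of each array was instead shifted to a common 75th percentile. Spots of 1 probe and then probes of 1 gene were averaged, and outlier spots were left out. The arrays give accessions and no gene symbols, and 17622 of 39957 accessions matched a symbol in the RefSeq annotation of the rat; the others were kept as separate genes under their accession. On each array, the SD of the log2 signal between the spots of 1 probe had a median of 0.048 to 0.049 among replicated probes well above background, which covers the error within an array and not that between rats or hybridisations.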

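In the contralateral cerebellar cortex, 1810 of 38973 genes had a log2 ratio to the control group above 1, and 2547 had one below -1. In 200 simulations of unchanged arrays with the error given by the scanner software, 1516 to 1770 genes passed the threshold upwards and 1462 to 1691 downwards with no effect of MCAO. Of the increased genes observed, 904 were not well above background on either array and 362 were so on both. Of the decreased genes, 1396 were not well above background on either array and 297 were so on both. For a gene below this level on 1 array the ratio gives only a bound. Among the 23261 genes well above background on all 3 arrays, 338 were increased and 207 were decreased, against at most 13 and 10 in the simulations. Over all genes, background correction by normexp, which here also added 50 to the signal, moved the counts most, to 72 increased and 51 decreased genes. Adding 50 without normexp gave 88 and 94. Increased genes made up 41.5% of the changed genes. This share was 31.3% when the arrays were not scaled, 51.0% after quantile normalization, 58.5% with normexp and 62.0% among genes well above background on all 3 arrays. Cck had the largest log2 ratio, 3.55, among named genes with every probe well above background on all 3 arrays and changed the same way, and Hsdl1 had the smallest, -3.33. The log2 error that the scanner software gives for these ratios was 0.21 for both genes. Cck was read from 10 spots and Hsdl1 from 1 spot.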

In the ipsilateral cerebellar cortex, the expression levels of 1183 genes were increased after MCAO while those of 813 genes were decreased. 

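In the ipsilateral cerebellar cortex, 5220 genes had a log2 ratio to the control group above 1, and 1222 had one below -1. The simulations of unchanged arrays gave 1923 to 2234 and 1289 to 1488 genes, so the decreased genes were fewer than in any simulation. Increased genes thus made up 81.0% of the changed genes. This share was 43.9% without scaling, 54.0% after quantile normalization and 67.2% when the arrays were scaled to spike-in probes. Of the increased genes, 2892 were not well above background on either array and 939 were so on both. Restricted to genes well above background on all 3 arrays, 764 were increased and 193 were decreased, against at most 15 and 40 in the simulations. The ipsilateral array was the dimmest, and its negative control spots, which match no rat transcript, had a median log2 ratio of 0.52 to the control array after scaling. Glycam1 had the largest log2 ratio among named genes well above background on all 3 arrays, 5.88 with a scanner error of 0.27. Hsdl1 again had the smallest, -3.06, and each of these genes was read from 1 spot.

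**Figure D1:**
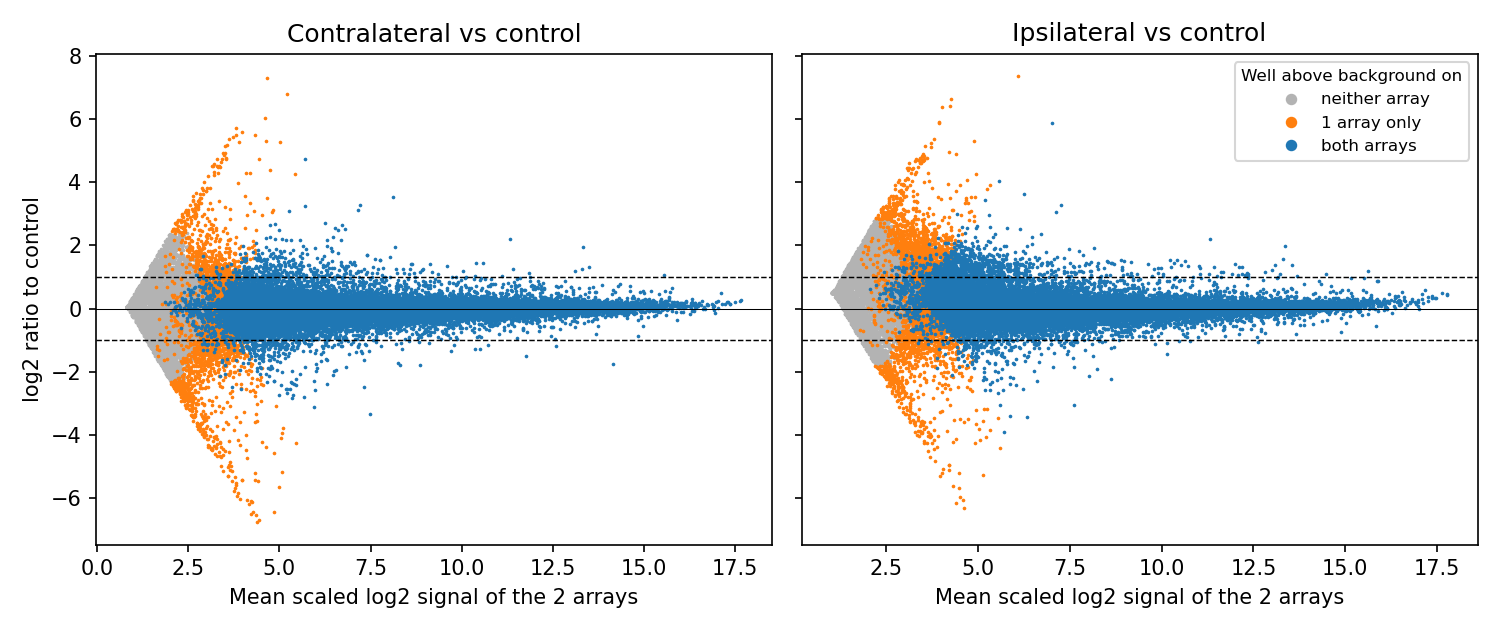
Log2 ratio of each gene to the control group against its mean scaled log2 signal on the 2 arrays compared, for the contralateral and the ipsilateral cerebellar cortex. Each point is a gene, coloured by whether it was well above background on both, on 1 or on neither array, and the dashed lines mark log2 ratios of 1 and -1. Most genes beyond the dashed lines lie at low signals, where 2892 of the 5220 genes increased on the ipsilateral side were not well above background on either array.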

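At the same threshold, 1120 genes were increased in both the contralateral and the ipsilateral cerebellar cortex, and 776 were decreased in both. This was 61.9% of the genes increased and 30.5% of those decreased in the contralateral cerebellar cortex. Increased genes made up 59.1% of the genes changed on both sides, 27.7% without scaling, 44.4% after quantile normalization and 43.6% with spike-in scaling. Both ratios use the same control array, so chance error in that array gives shared changes with no effect of MCAO. Both sides also came from the same 4 rats of the MCAO group, which can give shared changes as well. In the simulations, which cover the control array and not the shared rats, 626 to 760 genes were increased and 347 to 479 were decreased on both sides. Among genes well above background on all 3 arrays, 253 were increased and 111 decreased on both sides, against at most 9 and 2 in the simulations. Across all genes, which are not independent replicates, the log2 ratios of both sides had a correlation of r = 0.495, within the 0.466 to 0.496 of the simulations. Among genes well above background on all 3 arrays it was 0.690, against 0.451 to 0.487. The simulated error leaves out the variation between rats and between hybridisations.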

Among the increased genes, 502 were up-regulated in both the contralateral and ipsilateral cerebellar cortex; among the decreased genes, 500 were down-regulated on both sides (Figure 3).

We compared the cerebellar cortices from the MCAO group with those from the control group using gene set enrichment analysis (GSEA) (Table 1 and Table 2). 

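The Hallmark gene sets were not used here. Lists of genes of the same processes were written in their place, and each was described by the median log2 ratio of its members. Members and background were the 13361 named genes with a probe well above background on at least 1 of the 3 arrays. As a description of these arrays, the median of each list was placed among those of 10000 random lists of the same size, matched on mean expression. The percentile gives the share of random lists with a lower median. Genes of 1 list can change together, so the percentile is not a p-value. The weighted enrichment score of GSEA was also computed for 4 of the lists, with genes ranked by log2 ratio and 1000 random lists not matched on expression, a statistic chosen after the data had been seen. Its percentile counts random scores of both signs, so even a weak positive score lies above all the negative ones. The normalized score divides the score by the mean size of the random scores of its sign. A size below 1 is thus weaker than their average.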

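The hypoxia list had 45 detected genes, and its median log2 ratio in the contralateral cerebellar cortex to the control group was -0.023, at the 6.95th percentile of the random lists. Its weighted enrichment score was 0.35, at the 83.3rd percentile, with a normalized score of 0.98. Pfkfb4 had the largest log2 ratio among the hypoxia genes with every probe well above background on all 3 arrays, 1.20 with a scanner error of 0.24, but 0.037 by its brightest probe alone, and Slc2a3 the smallest, -0.51 with an error of 0.21. Stc2 was lower, but was not well above background on the contralateral array. For apoptosis, the median of 49 genes was -0.054, at the 14.2nd percentile. The enrichment score was -0.33, at the 43.2nd percentile, with a normalized score of -0.87. Cdkn1a was the highest detected gene of this list, at 1.88 with a scanner error of 0.77, and at 1.27 by its brightest probe alone. Among genes with every probe well above background on all 3 arrays, Perp was highest, at 0.32, and Bik lowest, at -0.64, while Fadd was lower without being well above background on the contralateral array. The list of Nrf2 targets and reactive oxygen species defence had 48 genes with a median of 0.027, at the 62.0th percentile. Its enrichment score was 0.42, at the 92.9th percentile, with a normalized score of 1.21. The score weights genes by their ratio. Mt2A led the list with a log2 ratio of 1.94, and Mt1, chosen after its values were seen, was at 1.26. Both are also on the list of glucocorticoid-responsive genes, and no other member was above 1. Abcc1 was lowest at -0.71, with a scanner error of 0.29, but at -0.26 by its brightest probe alone. Cat was lowest, at -0.47, among genes with every probe well above background on all 3 arrays. The medians moved most when the arrays were not scaled, to -0.17 for hypoxia, -0.20 for apoptosis and -0.12 for the Nrf2 list. The hypoxia median turned positive under scaling to the median, with normexp and with the brightest probe, the apoptosis median with normexp, and that of the Nrf2 list negative with spike-in scaling and with the deposited values.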

In the present study, GSEA identified 14 gene sets that tended to be upregulated in the cerebellar cortices of the MCAO group, including “hypoxia”, “apoptosis”, and “reactive oxygen species pathway”. 

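The list of oxidative phosphorylation subunits had 74 detected genes, and none of them had a log2 ratio beyond 1 in either direction. Their median log2 ratio in the contralateral cerebellar cortex was 0.011, with 44 genes above 0 and 30 below. The central 95% of the matched random lists lay between 0.041 and 0.10, and none of the 10000 had a median as low as that of the list. Its weighted enrichment score was 0.20, at the 67.9th percentile, but its normalized score was 0.61, weaker than the average positive random score. The median changed sign under 4 other scalings, to -0.13 without scaling, -0.038 after quantile normalization, -0.067 with spike-in scaling and -0.026 with the deposited values. Cox7a2l had the largest log2 ratio of the list, 0.16, and Ndufa10 the smallest, -0.28, each with a scanner error of 0.20 to 0.21.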

At a nominal *p*-value of 5%, only the gene set known as “oxidative phosphorylation” was detected as being significantly enriched. 

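In the contralateral cerebellar cortex, the cholesterol list had a median log2 ratio of -0.36 over 24 genes and the angiogenesis list one of -0.24 over 32 genes, each lower than all random lists. The median of 29 cell cycle genes was -0.24, at the 0.14th percentile, and that of 30 unfolded protein response genes was -0.084, at the 0.50th percentile. These 4 medians kept their sign under all the scalings tried. The complement and coagulation list had a median of 0.023 over 30 genes, at the 80.9th percentile, and turned negative without scaling, with spike-in scaling and with the deposited values. Among detected members, Flt4 was lowest in the angiogenesis list at -1.61, but at -0.11 by the brighter of its 2 probes, and Ttk in the cell cycle list at -2.80. Mmp14 was lowest in the angiogenesis list among members with every probe well above background on all 3 arrays, at -1.33. Aplnr in the angiogenesis list was higher than in the control group, at 1.18. These lists were written after the arrays had been examined. Other lists hold 10 of the 35 angiogenesis genes on the array. The list of endothelial and pericyte markers was low too, with a contralateral median of -0.26 at percentile 0. The values do not separate the angiogenesis list from those markers.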

And 30 gene sets were identified as downregulated in the cerebellar cortices of the MCAO group. 

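Among 25 gene lists with at least 3 detected members, of which 6 were written after the arrays had been examined, 3 had a median above and 12 a median below the central 95% of the random lists in the contralateral cerebellar cortex. On the ipsilateral side, 7 lay above and 9 below. By chance, 1.25 of 25 lists would lie outside this range if their genes varied independently. The largest median on the contralateral side was 0.72 for the glucocorticoid-responsive genes, and the smallest was -0.89 for the erythroid and plasma transcripts.

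**Figure D2:**
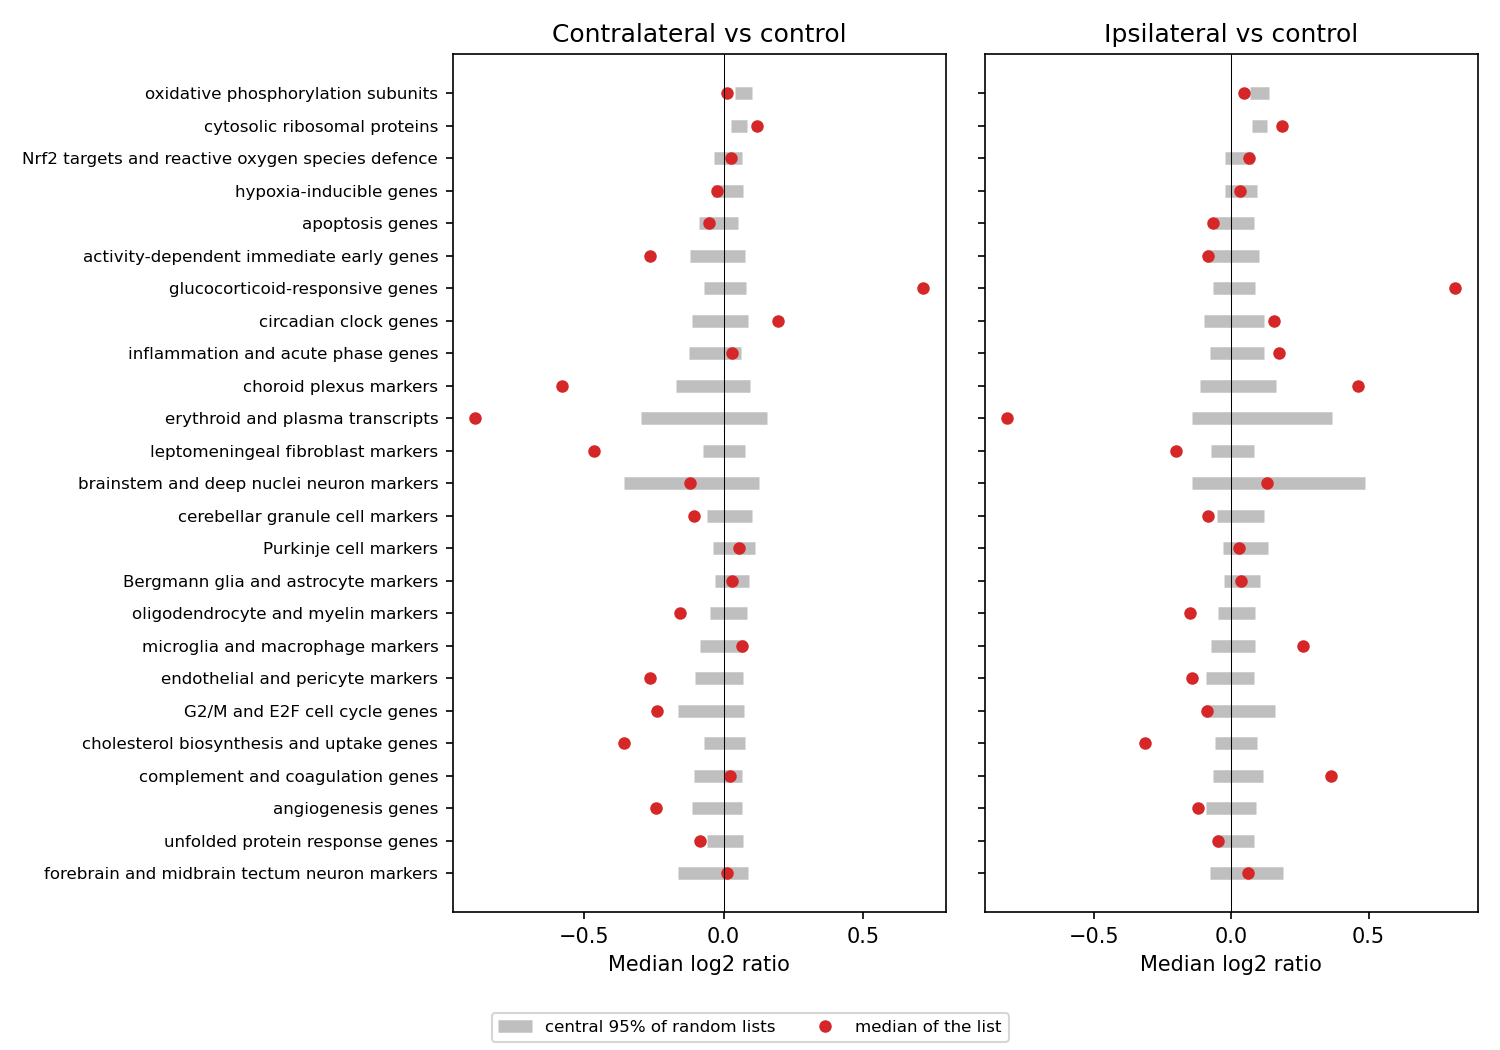
Median log2 ratio of each gene list to the control group, in the contralateral and the ipsilateral cerebellar cortex. Red points are the medians of the lists and grey bars the central 95% of the medians of 10000 random lists matched on mean expression. The glucocorticoid-responsive genes lie farthest to the right on both sides, at 0.72 and 0.82.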

No gene sets were significantly enriched in the left cerebellar cortices of the MCAO group, with a false discovery rate (*q*-value) of 25%.

### 2.4. Expression of Oxidative Stress-Related Proteins in the Cerebellar Cortex

Given these GSEA results, we next evaluated the expression patterns of the oxidative stress-related factors nuclear factor erythroid 2-related factor 2 (Nrf2) and heme oxygenase-1 (HO-1) in the cerebellar cortex (Figure 4). Western blotting showed that the expression of Nrf2 was upregulated in the cerebellar cortex on the side contralateral to the infarct (0.29 ± 0.04) compared to the cerebellar cortex on the ipsilateral side (0.21 ± 0.04) as well as to the control group (0.20 ± 0.04). The expression of HO-1 was also upregulated on the contralateral side (0.41 ± 0.06) compared to the ipsilateral side (0.28 ± 0.04) and to the control group (0.30 ± 0.03).

### 2.5. Apoptosis in the Cerebellar Cortex Induced by MCAO

To confirm the effect of MCAO on apoptosis in the cerebellar cortex, terminal deoxynucleotidyl transferase (TdT) deoxyuridine triphosphate nick-end labeling (TUNEL) assay was performed. TUNEL+/propidium iodide (PI) + cells were identified only in the molecular layer of the cerebellar cortex (Figure 5). The number of TUNEL+/PI+ cells in the molecular layer was significantly larger in the left hemisphere (contralateral to the cerebral infarct, 11.0 ± 4.7) than in the right hemisphere (ipsilateral to the cerebral infarct, 1.5 ± 0.9).

## 3. Discussion

### 3.1. Cerebral and Cerebellar Blood Flow Analysis

Takuwa et al. have previously evaluated CCD caused by MCAO in mice using laser doppler flowmetry (LDF) [15]. Although LDF can measure CbBF stably and reproducibly, it requires craniotomy of the posterior cranial fossa and can only evaluate the brain surface. Small animal positron emission tomography (PET) provides a higher photon detection sensitivity than SPECT does, but its spatial resolution is usually inferior to that of SPECT [16]. Furthermore, radioactive tracers for SPECT are easier to prepare and handle than those for PET. For these reasons, SPECT is the best modality for detecting CCD in rodent models. In our study, consistent with previous studies [17,18], the CBF in the infarct area notably decreased after the insult and was restored over the following one week. This recovery probably resulted from post-ischemic rebound due to luxury perfusion [19]. The CbBF ratio, i.e., the ratio of CbBF on the contralateral side to that on the ipsilateral side, also decreased in the acute phase of cerebral infarct but did not reach the same degree of lateral asymmetry seen in CBF. This change can be identified as CCD. Furthermore, the CbBF asymmetry also improved in association with the improvement in the CBF asymmetry. This result suggests that the degree of CCD may correlate with supratentorial lesional blood flow. It has been reported in several human studies that diaschisis is potentially reversible if supratentorial reperfusion can be achieved [9,20]. Sobesky et al. have shown that the degree of supratentorial hypoperfusion is correlated with the degree of CCD before and after cerebral reperfusion. Our findings regarding the CbBF time course are in keeping with these previous clinical studies.

### 3.2. Gene Expression in the Cerebellar Cortex

To the best of our knowledge, no previous studies have reported on gene expression in the contralesional cerebellar cortex. Hypoperfusion of the cerebellar hemisphere, which is caused by CCD, might be one of the most important factors affecting the expression of genes related to oxidative stress. In this study, several gene sets associated with inflammation and oxidative stress were identified as upregulated in the contralesional cerebellar cortex. 

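The list of inflammation and acute phase genes had 35 detected members. Their median log2 ratio to the control group was 0.031 in the contralateral cerebellar cortex, at the 88.9th percentile of the random lists, with 18 genes above 0 and 17 below. On the ipsilateral side it was 0.17, at the 99.7th percentile. Without scaling and with spike-in scaling both medians were negative, and with the deposited values the contralateral one was negative as well. Lrg1 had the largest contralateral log2 ratio among members with every probe well above background on all 3 arrays, 1.18 with a scanner error of 0.20, and Gfap the smallest, -0.74 with an error of 0.20. Ptgs2 was lower, but was not well above background on the contralateral array. The paper proposes that hypoperfusion affects oxidative stress genes, and states from its gene sets that inflammation and oxidative stress were among those upregulated.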

The redox-sensitive transcriptional factor Nrf2 is widely expressed in the central nervous system and is one of the most major regulators of cellular defense mechanisms against oxidative stresses through its coordination of stress-inducible activation of multiple cytoprotective genes [21,22,23,24]. Nrf2 binds to the antioxidant response element sequence and thereby upregulates the expression of its target genes. One of these Nrf2 target genes, HO-1, regulates antioxidant defense and oxidant signaling [25]. Taking these findings together, Nrf2 and HO-1 can be considered as major oxidative stress sensors. We can conclude that Nrf2-regulating anti-oxidative molecules are compensatory induced by CCD to ameliorate oxidative stress.

The gene set of “apoptosis” also tends to be upregulated in the contralateral cerebellar cortex. The expression of these “apoptosis” genes might be triggered by the hypoperfusion induced by CCD. Jie et al. detected caspase-3-positive cells and TUNEL-positive cells in the contralateral cerebellar cortex in the acute phase of MCAO [26]. Similarly, we observed a lateral asymmetry of TUNEL-positive cells, with more TUNEL-positive cells in the contralesional cerebellar cortex. Our results indicate that apoptosis in this case is not caused by a systemic phenomenon, which would affect the cerebral cortex symmetrically. Rather, the asymmetrical apoptosis must be caused by an asymmetrical factor, such as cerebral blood flow and/or input from the cerebrum. The numbers of apoptotic cells counted in our study were much lower than those in previous reports. The reasons for the differences in frequency and location of apoptotic cells between our study and previous reports are unclear, but they may be related to differences in experimental conditions, such as experimental models, timing of the evaluations, and reagents. In the chronic phase of supratentorial injury, TUNEL-positive cells were detected only in the lateral cerebellar nucleus and not in the cerebellar cortex [27]. The cortico-ponto-cerebellar pathway originates from the cerebral cortex and mostly terminates in the cerebellar gray matter [28,29]. Taking these findings together, we can conclude that CCD primarily affects the contralateral cerebellar cortex and that, in the chronic phase, secondary changes may occur in the deep white matter, including the cerebellar nucleus. Since this study could be a preliminary data, further investigation is needed to clarify the molecular mechanisms of deafferentation and their relationship to oxidative stress and apoptosis.

### 3.3. Study Limitations

This study has several limitations. First, our observations were taken only in the very acute phase of MCAO. In clinical practice, CCD sometimes persists even after the reperfusion of the supratentorial ischemic lesion. In future studies, CbBF and protein expression should be observed over a longer period. Second, we have not proved a decrease in the excitatory input to the cerebellum. It would be difficult to be prove this, but a novel method for the visualization of the neural network, such as diffusion tensor imaging, may help. Finally, it remains unclear whether CCD is actually a direct cause of oxidative stress and apoptosis. Deeper insight into the relationship between these phenomena as observed in this study requires further studies with larger sample sizes.

## 4. Materials and Methods

### 4.1. Ethics Statement

This study was conducted in accordance with the guidelines of the Institutional Animal Care and Use Committee of Okayama University Graduate School of Medicine and reported in compliance with ARRIVE (Animal Research: Reporting of In Vivo Experiments) guidelines. The protocol was approved by the Institutional Animal Care and Use Committee of Okayama University Graduate School of Medicine (protocol #OKU-2018179, approved on 5 April 2018). All efforts were made to minimize animal suffering. Measurements and analyses were performed by examiners blinded to the study.

### 4.2. Animals

Adult male Wistar rats (*n* = 57, nine weeks old; SHIMIZU Laboratory Supplies Co., Ltd., Kyoto, Japan) weighing 280 to 300 g were used in this study. They were housed in a temperature-and humidity-controlled room and maintained on a 12-h light/dark cycle with free access to food and water.

### 4.3. Surgical Procedures

Rats were randomly assigned to the experimental or the control group. Transient middle cerebral artery occlusion (MCAO) was carried out according to the intraluminal suture method as previously reported [30,31]. Under general anesthesia (2.0% sevoflurane in 70% N_2_O and 30% O_2_), the bifurcation of the right common carotid artery was exposed. After the right external carotid artery (ECA) was cut, a 4–0 monofilament nylon suture with a silicone-coated tip (Xantopren L blue & ACTIVATOR 2 Universal Liquid, Heraeus Kulzer GmbH & Co. KG, Hanau, Germany) was inserted from the arteriotomy of the ECA toward the origin of the right MCA. After 90 min of MCAO, the filament was withdrawn and the ECA was cauterized. In the control group, the right common carotid artery was also exposed, but arteriotomy was not performed. At the end of the operation, the skin was closed using 3–0 silk sutures. All rats were euthanized with an overdose of pentobarbital (150 mg/kg) at the end of their respective protocols described below. After euthanasia, to confirm cerebral infarction, a coronal brain slice was made 2.0 mm posterior to the bregma and stained using 2,3,5-triphenyltetrazolium hydrochloride (TTC).

### 4.4. Neurological Assessment

The modified Neurological Severity Score (mNSS) was evaluated one day after MCAO. This score was used to assess motor function, sensory disturbance, reflex, and balance. Neurological function was graded on a scale of 0 to 18 (normal score: 0; maximal deficit score: 18) [32]. To uniform a postsurgical neurological severity, only rats that scored between 7 and 12 points on the mNSS one day after MCAO were used in the subsequent experiments. At the time of the neurological assessment, 13 rats were excluded from the subsequent analysis: 3 rats died within one day of MCAO, and 10 showed mNSS under 7.

Eventually, 44 rats were analyzed. Within 44 rats, 29 rats underwent MCAO (8 for blood flow assessment, 4 for cDNA microarray, 6 for western immunoblotting, 11 for TUNEL analysis), and 15 rats were in the control group (5 for blood flow assessment, 4 for cDNA microarray, 6 for western immunoblotting).

### 4.5. Blood Flow Assessment Using SPECT

Two and seven days after MCAO, the eligible rats in the MCAO group (*n* = 8) were scanned using SPECT for small animals with an N-isopropyl-^123^I-p-iodoamphetamine (^123^I-IMP; Iofetamine Injection Daiichi, FUJIFILM RI Pharma Co., Ltd., Tokyo, Japan) tracer to evaluate CBF and CbBF. The rats in the control group (*n* = 5) were likewise scanned two days after their sham surgery. The rats were placed under general anesthesia with 2.0% sevoflurane in a mixture of room air (flow, 2.0 L/min). The scan was performed under general anesthesia in the prone position 15 min after ^123^I-IMP tracer injection (30 MBq) into the lateral tail vein.

Images were obtained using a SPECT/CT scanner (FX3000, TriFoil Imaging Inc., Northridge, CA, USA) with cadmium–zinc–telluride semiconductors and multi-pinhole collimators (focal length, 65 mm; aperture, 1.0 mm). The CT component of the resulting images was used only for anatomical reference in examining the SPECT images. SPECT images were reconstructed using FLEX-RECON software with a three-dimensional ordered subset expectation maximization (iteration, 5; subset, 8) algorithm and data was collected (360° acquisition, 30 s/frame, 64 frames total) with 45-mm semidiameter detectors.

CBF/CbBF imaging was automatically obtained using free analysis software (AMIDE, a Medical Imaging Data Examiner, version 1.0.5) and analyzed semiquantitatively. We performed CBF/CbBF analysis using the region of interest (ROI) settings and calculated the radiation intensity of each ROI automatically (Figure 1). Prolate spheroid shaped ROIs (6 × 9 × 6 mm) were symmetrically placed in the coronal slices 2.0 mm posterior to the bregma and were used in analyzing CBF in the MCA territory. The cerebral perfusion ratio was obtained according to the following formula: radiation intensity of the infarct side (right)/radiation intensity of the unaffected side (left) (r/l, %). For the CbBF analysis, six globular-shaped ROIs (2 × 2 × 2 mm each) were placed in the coronal slices 11.0 mm posterior to the bregma, symmetrically at the medial cerebellar cortex, lateral cerebellar cortex, and cerebellar nuclei. The average of the three ROIs on each side was calculated and the cerebellar perfusion ratio was calculated according to the following formula: average radiation intensity on the side contralateral to the infarct (left)/average radiation intensity on the side ipsilateral to the infarct (right) (l/r, %).

### 4.6. cDNA Microarray

Genes induced by MCAO in the cerebellar cortex were searched comprehensively by microarray. Two days after MCAO, the cerebellar cortical tissues on both sides (contralateral and ipsilateral to the infarct) were collected and homogenized in TRIzol^®^ reagent (Invitrogen, Carlsbad, CA, USA), and total RNA was extracted. In the control group, the left cerebellar cortices were extracted two days after sham surgery. In each group (contralateral, ipsilateral and control group), tissues from four rats were combined to ensure sufficient mass of the experimental material. Sample labeling by Cy3 and array hybridization were performed according to One-Color Microarray-Based Gene Expression Microarrays Analysis (Agilent Technology, Santa Clara, CA, USA). Total RNA from each sample was linearly amplified and labeled with Cy3. Total RNA was checked for quantity using Agilent 2100 Bioanalyze. The Cy3-labeled cRNA was fragmented and hybridized to an Agilent Expression Array (SurePrint G3 Rat Gene Expression 8 × 60 K Ver2.0; Agilent Technology) on which cDNA probes for 30,584 genes had been blotted. This hybridized array was then washed using the Gene Expression Wash Buffer Pack (Agilent Technology) and scanned using the Agilent DNA Microarray Scanner (G2600D). Each gene expression level was calculated from its fluorescence intensity as quantified using Agilent Feature Extraction software. We normalized the gene transcript expression values to the control samples on each chip. The obtained data has been deposited at the NCBI Gene Expression Omnibus (GEO) site (under accession number GSE144547) and is freely available to the scientific community for download and further in-depth analysis. Each gene expression ratio was expressed as the fluorescence intensity of the contra-or ipsilateral group/fluorescence intensity of the control group. Increasing genes were defined as those for which Log2 (ratio) > 1 if the ratio was greater than two, and decreasing genes were defined as those for which Log2 (ratio) < −1 if the ratio was less than one-half. To identify the biological processes or pathways causing global mRNA perturbation, Gene Set Enrichment Analysis (GSEA, v4.0.2, Broad Institute, MA, USA) was performed to assess the enrichment of signature gene sets from the contralateral and control groups. In the present study, GSEA was performed using the collected “Hallmarks” gene-sets with the following parameters: 1000 gene set permutations, gene set size between 15 and 500, weighted enrichment statistics.

### 4.7. Western Immunoblotting Using Brain Homogenates

Two days after the surgery, rats from the MCAO group and the control group (*n* = 6 per group) were processed with western immunoblotting. From the MCAO group rats, each side of the cerebellar cortex (i.e., that contralateral to the infarct (left hemisphere) and that ipsilateral to the infarct (right hemisphere)) was extracted as a separate sample. From the control group rats, the left cerebellar cortex was extracted. Sample preparation and western blotting were performed as described previously [33]. The expression of nuclear factor erythroid 2-related factor 2 (Nrf2) and heme oxygenase-1 (HO-1) in the cerebellar cortex was evaluated. The antibodies included anti-Nrf2 antibody (1:1000, ab137550; abcam), anti-HO-1 antibody (1:1000, ab68477; abcam), and anti-beta-actin antibody (1:5000, A5441; Sigma-Aldrich, St. Louis, MO, USA), with anti-mouse and anti-rabbit IgG HRP-linked secondary antibodies (both 1:5000, Cell Signaling Technology, Danvers, MA, USA). Signals were analyzed using the VersaDoc molecular imaging system (Bio-Rad, Hercules, CA, USA), and protein levels were normalized to beta-actin.

### 4.8. TUNEL Analysis

In order to evaluate apoptosis in the cerebellum, TUNEL assay staining was performed in a new cohort of 11 rats using a commercial kit according to the manufacturer’s instructions (No. 8442, Medical & Biological Laboratories, Nagoya, Japan). Rats were sacrificed seven days after MCAO. The brain tissues were rapidly removed and postfixed in formalin. After postfixed tissues were embedded in paraffin wax, a 6-μm-thick coronal section was obtained from each sample 11.0 mm posterior to the bregma. The deparaffinized sections were incubated with TdT enzyme, which links digoxigenin-deoxyribose nucleoside triphosphate (dNTP) to apoptotic DNA fragments. Anti-digoxigenin antibody conjugated with fluorescein was applied to detect the digoxigenin-dNTP tails. After TUNEL assay, sections were counterstained with propidium iodide (PI) (Life Technologies, Carlsbad, CA, USA). TUNEL+/PI+ cells in the entire region were counted at 20× magnification. The data were expressed as the number of TUNEL+/PI+ cells in each cerebellar hemisphere.

### 4.9. Statistical Analysis

At the start of the study, the sample size estimation for each protocol was calculated using G*Power software version 3.1 (Heinrich Heine University, Düsseldorf, Germany) based on the result of the preliminary experiments. All data in the study are presented as mean ± standard deviation. Statistical significance was assessed by two-tailed t test for comparisons between two groups. Data ware analyzed using JMP software version 10.0.2 (SAS Institute, Cary, NC, USA) and a *p*-value less than 0.05 was considered to indicate significance.

## 5. Conclusions

Gene expression analysis showed that oxidative stress, apoptosis, and hypoxia may be related to the pathophysiology of CCD in a rat MCAO model.

## Figures and Tables

**Figure 1:**
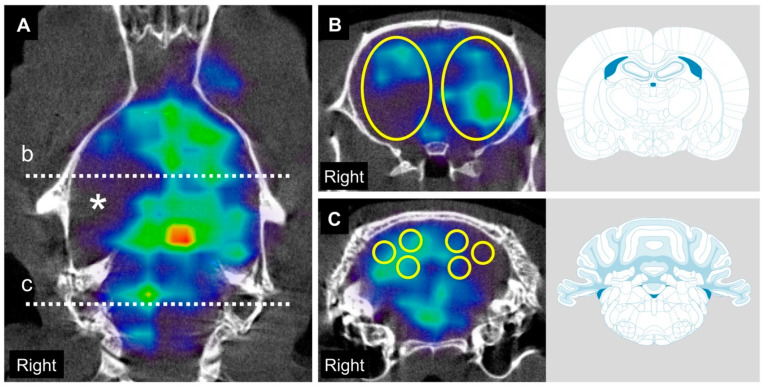
Single photon emission computed tomography (SPECT)/computed tomography (CT) images and regions of interest (ROI) settings to evaluate cerebral and cerebellar blood flow after MCAO. SPECT acquisitions were color-coded with National Institute of Health spectrum color scale. (**A**), Vertical section of SPECT/CT image obtained 2 days after middle cerebral artery occlusion (MCAO) shows obvious hypointensity at the right middle cerebral artery territory (*). Dashed line “b” indicates the coronal slice 2 mm posterior from bregma and dashed line “c” indicates the coronal slice 11 mm posterior from bregma. (**B**) In the coronal slice 2 mm posterior from bregma, 6 × 9 × 6 mm 3D-elliptical ROIs were symmetrically placed. (**C**) In the coronal slice 11 mm posterior from bregma, 2 × 2 × 2 mm global ROIs were symmetrically placed at medial cerebellar cortex, lateral cerebellar cortex and cerebellar nuclei of each side respectively.

**Figure 2:**
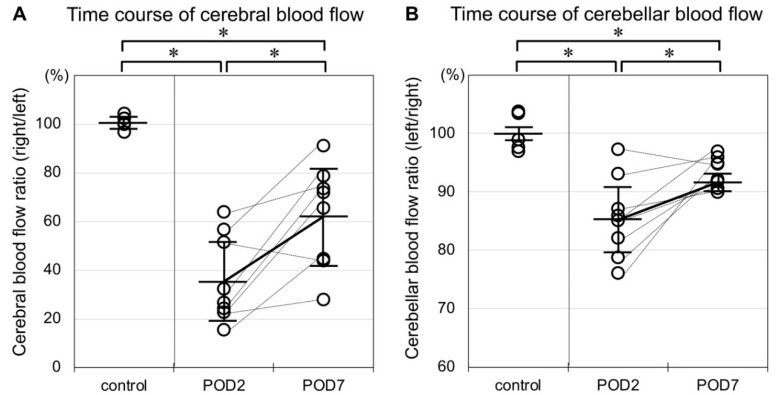
(**A**) Rats in the control group showed no apparent laterality of cerebral blood flow. Cerebral blood flow ratio (right/left) was significantly decreased two and seven days after MCAO. The plots of each individual are connected with bottled lines. This ratio significantly recuperated over time. (**B**) Rats in the control group showed no apparent laterality of cerebellar blood flow. Cerebellar blood flow ratio (left/right) was significantly decreased two and seven days after MCAO, but this decrease was of a lesser degree than that in the cerebrum. As in the cerebrum, the decrease in blood flow ratio in the cerebellum likewise recuperated over time. (* *p* < 0.05, *n* = 5 in the control group, *n* = 8 in the MCAO group).

**Figure 3:**
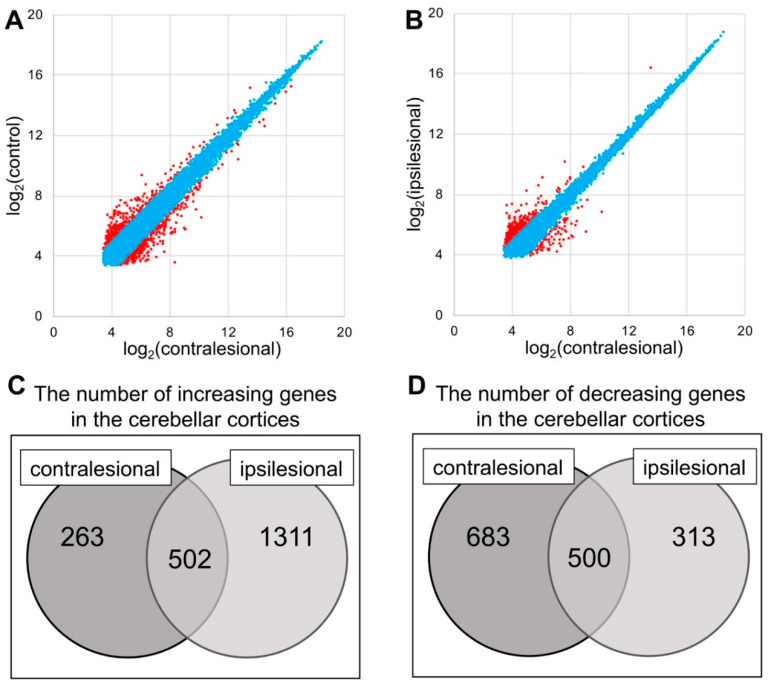
(**A**,**B**) Correlation plot of the contralesional, ipsilesional and control group. The genes with expression change between two conditions <2.0× are labeled as blue and ≥2.0× as red. (**C**,**D**) The mRNA gene expression ratio was expressed as the ratio of the fluorescence intensity of the contra-or ipsilesional group to that of the control group. Increasing genes were defined as those for which Log2 (ratio) > 1 if the ratio was more than double, while decreasing genes were defined as those for which Log2 (ratio) < −1 if the ratio was less than one-half.

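Across genes, which are not independent replicates, the scaled log2 signals of the contralateral and control arrays had a Pearson correlation of r = 0.983, and those of the contralateral and ipsilateral arrays one of r = 0.982. Over genes well above background on all 3 arrays, these were 0.992 and 0.994. Between the contralateral and ipsilateral arrays, 711 genes were higher and 5249 were lower on the contralateral side by a log2 ratio beyond 1. Of the lower genes, 3178 were not well above background on either array. Among the genes well above background on all 3 arrays, 50 were higher and 384 lower. Genes higher on the contralateral side made up 11.9% of those beyond the threshold, 29.0% without scaling and 46.1% after quantile normalization. Rsbn1l had the largest ratio between the sides among named genes well above background on all 3 arrays, 3.52, and Itpr2 the smallest, -3.13; each was read from 1 spot.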

**Figure 4:**
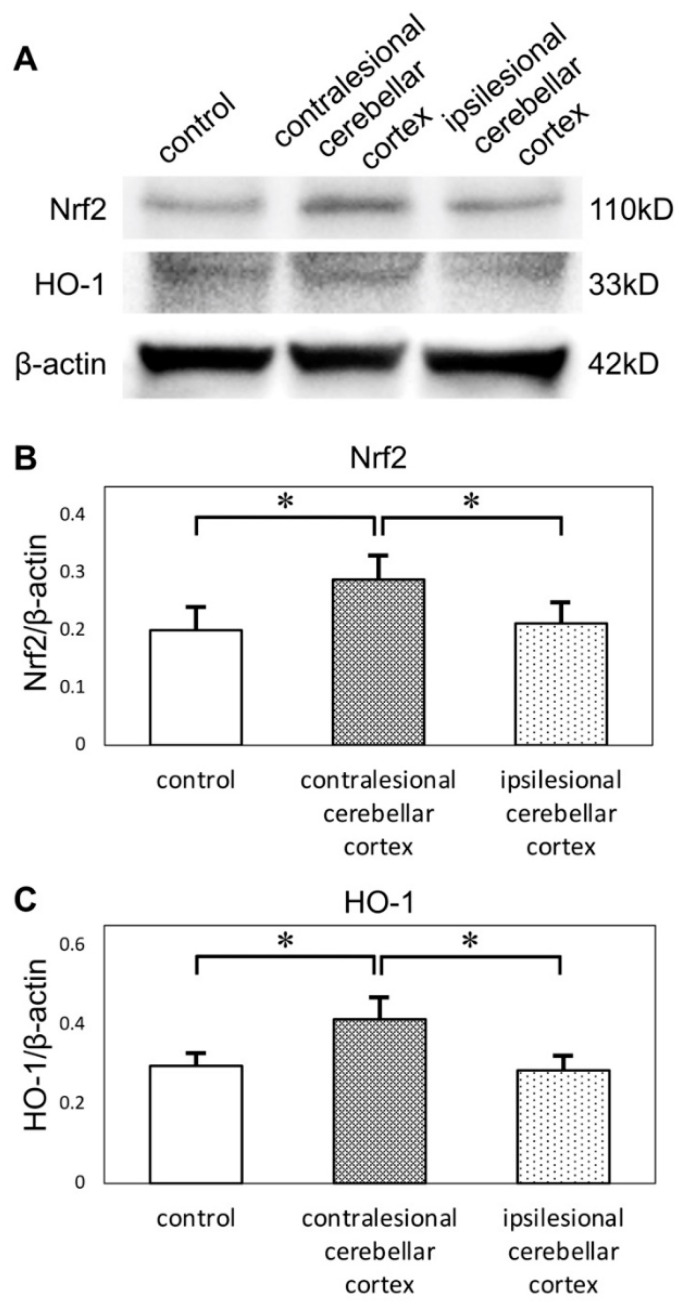
(**A**) Western blots of cerebellar cortices show expression of Nrf2 and HO-1. Protein levels were normalized to beta-actin. (**B**) Quantification of western blots by densitometric analysis indicated that the expression of Nrf2 was upregulated in contralesional cerebellar cortices. (**C**) The expression of HO-1 was also upregulated in contralesional cerebellar cortices (* *p* < 0.05 versus other groups, *n* = 6 in each group). Nrf2: nuclear factor erythroid 2-related factor 2, HO-1: heme oxygenase-1.

**Figure 5:**
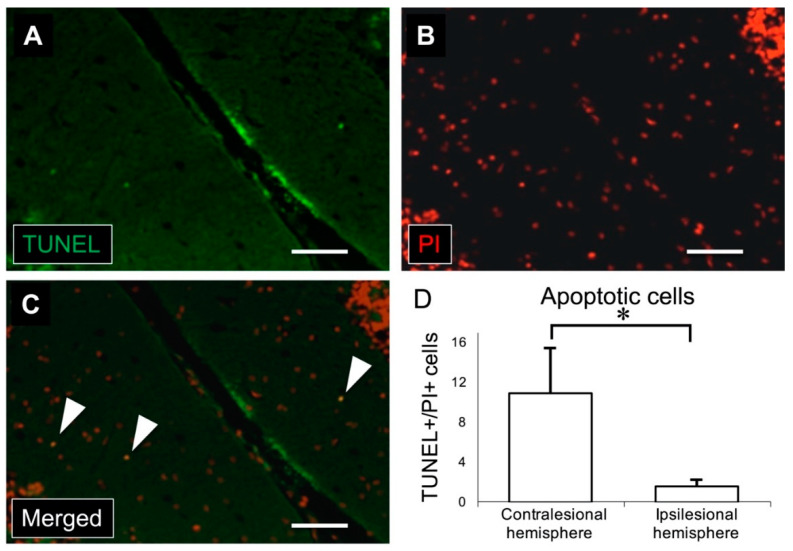
(**A**) Immunostaining for TUNEL (green) shows apoptotic cells in the molecular layer of the cerebellar cortex. (**B**) Nuclei were stained with PI in red. (**C**) Merged image of TUNEL and PI immunostaining. White arrowheads indicate TUNEL/PI-positive cells. (**D**) There was a significant increase in the number of TUNEL/PI-positive cells in the contralesional (left) cerebellar cortex compared to the ipsilesional (right) cerebellar cortex (scale bar: 50 μm, * *p* < 0.001, *n* = 11 in each group). TUNEL: terminal deoxynucleotidyl transferase deoxyuridine triphosphate nick-end labeling, PI: propidium iodide.

**Table 1:** Upregulated gene sets of the contralesional cerebellar cortex.

Gene Sets	NES	Nominal *p*-Value	FDR *q*-Value
Apical surface	1.4829147	0.08070175	0.41270936
Oxidative phosphorylation	1.4047105	0.03902439	0.3811725
Hypoxia	1.3170835	0.056603774	0.421758
Apoptosis	1.2919638	0.05142857	0.36732572
Reactive oxygen species pathway	1.1763533	0.20440252	0.56658465
Fatty acid metabolism	1.1711965	0.1904762	0.4835092
IL6 JAK STAT3 signaling	1.161279	0.19491525	0.43585464
p53 pathway	1.1298119	0.21857923	0.45179152
Interferon-γ response	0.999022	0.4489796	0.7390757
TNF-α signaling via NF-κB	0.93690044	0.61290324	0.85676676
UV response UP	0.81916744	0.8905473	1
Myogenesis	0.79656494	0.9	1
Spermatogenesis	0.7820479	0.85542166	1
Glycolysis	0.76751935	0.90338165	0.95213044
DNA repair	0.65829355	0.97890294	0.97356385

NES indicates normalized enrichment score; FDR, false discovery rate.

**Table 2:** Downregulated gene sets of the contralesional cerebellar cortex.

Gene Sets	NES	Nominal *p*-Value	FDR *q*-Value
Angiogenesis	−1.3574327	0.08066759	1
Apical junction	−1.3069164	0.0870098	1
Bile acid metabolism	−1.2624685	0.1498029	1
G2M checkpoint	−1.2126812	0.19066148	1
KRAS signaling DN	−1.1927822	0.1927555	1
Xenobiotic metabolism	−1.1860862	0.18062201	1
Myc targets v1	−1.1843342	0.23136246	0.89537966
UV response DN	−1.1636689	0.21843435	0.87870497
coagulation	−1.153253	0.26289308	0.8315621
Heme metabolism	−1.1413887	0.27120823	0.79227114
Estrogen response early	−1.1271846	0.25159642	0.7696532
Mitotic spindle	−1.1119729	0.31737345	0.7581073
Androgen response	−1.0270199	0.44093406	0.9964891
KRAS signaling UP	−0.98356724	0.5177665	1
Allograft rejection	−0.95813197	0.57441574	1
E2f targets	−0.94351673	0.5536424	1
Cholesterol homeostasis	−0.9269579	0.58760107	1
Peroxisome	−0.8992629	0.6364847	1
Epithelial mesenchymal transition	−0.88842046	0.6766467	1
IL2 STAT5 signaling	−0.87723947	0.6804878	1
TGF β signaling	−0.8657552	0.67280453	1
Inflammatory response	−0.8562549	0.7315036	0.9768945
Adipogenesis	−0.83410215	0.78725964	0.98129094
Complement	−0.7720234	0.86107785	1
Estrogen response late	−0.7568291	0.88578373	1
Interferon α response	−0.73042226	0.83664775	1
PI3K AKT mTOR signaling	−0.6855016	0.92736703	1
mTORC1 signaling	−0.644657	0.9788294	1
Protein secretion	−0.59601074	0.9776021	1
Unfolded protein response	−0.457154	1	0.99926555

NES indicates normalized enrichment score; FDR, false discovery rate.

## Abbreviations

CCD	Crossed cerebellar diaschisis
SPECT	Single photon emission computed tomography
TTC	2,3,5-triphenyltetrazolium hydrochloride
MCAO	Middle cerebral artery occlusion
CBF	Cerebral blood flow
CbBF	Cerebellar blood flow
ROI	regions of interest
GSEA	Gene Set Enrichment Analysis
Nrf2	nuclear factor erythroid 2-related factor 2
HO-1	heme oxygenase-1
TUNEL	terminal deoxynucleotidyl transferase deoxyuridine triphosphate nick-end labeling
ECA	External carotid artery
mNSS	modified Neurological Severity Score

## References

[1] Finger S., Koehler P.J., Jagella C. (2004). The Monakow concept of diaschisis: Origins and perspectives. Arch. Neurol..

[2] Baron J.C., Bousser M.G., Comar D., Castaigne P. (1981). “Crossed cerebellar diaschisis” in human supratentorial brain infarction. Trans. Am. Neurol. Assoc..

[3] Carrera E., Tononi G. (2014). Diaschisis: Past, present, future. Brain.

[4] Gold L., Lauritzen M. (2002). Neuronal deactivation explains decreased cerebellar blood flow in response to focal cerebral ischemia or suppressed neocortical function. Proc. Natl. Acad. Sci. USA.

[5] Lim J.S., Ryu Y.H., Kim B.M., Lee J.D. (1998). Crossed cerebellar diaschisis due to intracranial hematoma in basal ganglia or thalamus. J. Nucl. Med..

[6] Komaba Y., Mishina M., Utsumi K., Katayama Y., Kobayashi S., Mori O. (2004). Crossed cerebellar diaschisis in patients with cortical infarction: Logistic regression analysis to control for confounding effects. Stroke.

[7] Liu Y., Karonen J.O., Nuutinen J., Vanninen E., Kuikka J.T., Vanninen R.L. (2007). Crossed cerebellar diaschisis in acute ischemic stroke: A study with serial SPECT and MRI. J. Cereb. Blood Flow Metab..

[8] Forster A., Kerl H.U., Goerlitz J., Wenz H., Groden C. (2014). Crossed cerebellar diaschisis in acute isolated thalamic infarction detected by dynamic susceptibility contrast perfusion MRI. PLoS ONE.

[9] Sobesky J., Thiel A., Ghaemi M., Hilker R.H., Rudolf J., Jacobs A.H., Herholz K., Heiss W.D. (2005). Crossed cerebellar diaschisis in acute human stroke: A PET study of serial changes and response to supratentorial reperfusion. J. Cereb. Blood Flow Metab..

[10] Kim Y., Lim S.H., Park G.Y. (2019). Crossed cerebellar diaschisis has an adverse effect on functional outcome in the subacute rehabilitation phase of stroke: A case-control study. Arch. Phys. Med. Rehabil..

[11] Oikawa K., Ogasawara K., Saito H., Yoshida K., Saura H., Sato Y., Terasaki K., Wada T., Kubo Y. (2013). Combined measurement of cerebral and cerebellar blood flow on preoperative brain perfusion SPECT imaging predicts development of new cerebral ischemic events after endarterectomy for symptomatic unilateral cervical carotid stenosis. Clin. Nucl. Med..

[12] Ogasawara K., Kobayashi M., Komoribayashi N., Fukuda T., Inoue T., Terasaki K., Ogawa A. (2005). Transient crossed cerebellar diaschisis secondary to cerebral hyperperfusion following carotid endarterectomy. Ann. Nucl. Med..

[13] Machado A., Baker K.B. (2012). Upside down crossed cerebellar diaschisis: Proposing chronic stimulation of the dentatothalamocortical pathway for post-stroke motor recovery. Front. Integr. Neurosci..

[14] Zhang L., Zhao M., Sui R.B. (2017). Cerebellar fastigial nucleus electrical stimulation alleviates depressive-like behaviors in post-stroke depression rat model and potential mechanisms. Cell. Physiol. Biochem..

[15] Takuwa H., Tajima Y., Kokuryo D., Matsuura T., Kawaguchi H., Masamoto K., Taniguchi J., Ikoma Y., Seki C., Aoki I. (2013). Hemodynamic changes during neural deactivation in awake mice: A measurement by laser-Doppler flowmetry in crossed cerebellar diaschisis. Brain Res..

[16] Beekman F., van der Have F. (2007). The pinhole: Gateway to ultra-high-resolution three-dimensional radionuclide imaging. Eur. J. Nucl. Med. Mol. Imaging.

[17] Ceulemans A.G., Hernot S., Zgavc T., Caveliers V., Hachimi-Idrissi S., Sarre S., Lahoutte T., Michotte Y. (2011). Serial semiquantitative imaging of brain damage using micro-SPECT and micro-CT after endothelin-1-induced transient focal cerebral ischemia in rats. J. Nucl. Med..

[18] Garrigue P., Giacomino L., Bucci C., Muzio V., Filannino M.A., Sabatier F., Dignat-George F., Pisano P., Guillet B. (2016). Single photon emission computed tomography imaging of cerebral blood flow, blood-brain barrier disruption, and apoptosis time course after focal cerebral ischemia in rats. Int. J. Stroke.

[19] Marchal G., Young A.R., Baron J.C. (1999). Early postischemic hyperperfusion: Pathophysiologic insights from positron emission tomography. J. Cereb. Blood Flow Metab..

[20] Hung Y.C., Chou Y.S., Chang C.H., Lin H.W., Chen H.Y., Chen T.Y., Tai S.H., Lee E.J. (2010). Early reperfusion improves the recovery of contralateral electrophysiological diaschisis following focal cerebral ischemia in rats. Neurol. Res..

[21] Suzuki T., Yamamoto M. (2015). Molecular basis of the Keap1-Nrf2 system. Free Radic. Biol. Med..

[22] Liu L., Locascio L.M., Dore S. (2019). Critical Role of Nrf2 in experimental ischemic stroke. Front. Pharm..

[23] Sandberg M., Patil J., D’Angelo B., Weber S.G., Mallard C. (2014). NRF2-regulation in brain health and disease: Implication of cerebral inflammation. Neuropharmacology.

[24] Song H., Lu Y., Qu Z., Mossine V.V., Martin M.B., Hou J., Cui J., Peculis B.A., Mawhinney T.P., Cheng J. (2016). Effects of aged garlic extract and FruArg on gene expression and signaling pathways in lipopolysaccharide-activated microglial cells. Sci. Rep..

[25] Ungerer G., Cui J., Ndam T., Bekemeier M., Song H., Li R., Siedhoff H.R., Yang B., Appenteng M.K., Greenlief C.M. (2020). Harpagophytum procumbens extract ameliorates allodynia and modulates oxidative and antioxidant stress pathways in a rat model of spinal cord injury. Neuromol. Med..

[26] Li J., Che Y., Diao Y., Hou S., Wang Y. (2011). Occlusion of middle cerebral artery induces apoptosis of cerebellar cortex neural cells via caspase-3 in rats. Turk. Neurosurg..

[27] Chan H.H., Cooperrider J.L., Park H.J., Wathen C.A., Gale J.T., Baker K.B., Machado A.G. (2017). Crossed cerebellar atrophy of the lateral cerebellar nucleus in an endothelin-1-induced, rodent model of ischemic stroke. Front. Aging Neurosci..

[28] Stieltjes B., Kaufmann W.E., van Zijl P.C., Fredericksen K., Pearlson G.D., Solaiyappan M., Mori S. (2001). Diffusion tensor imaging and axonal tracking in the human brainstem. NeuroImage.

[29] Kim J., Lee S.K., Lee J.D., Kim Y.W., Kim D.I. (2005). Decreased fractional anisotropy of middle cerebellar peduncle in crossed cerebellar diaschisis: Diffusion-tensor imaging-positron-emission tomography correlation study. Am. J. Neuroradiol..

[30] Morimoto J., Yasuhara T., Kameda M., Umakoshi M., Kin I., Kuwahara K., Kin K., Okazaki M., Takeuchi H., Sasaki T. (2018). Electrical stimulation enhances migratory ability of transplanted bone marrow stromal cells in a rodent ischemic stroke model. Cell. Physiol. Biochem..

[31] Belayev L., Alonso O.F., Busto R., Zhao W., Ginsberg M.D. (1996). Middle cerebral artery occlusion in the rat by intraluminal suture. Neurological and pathological evaluation of an improved model. Stroke.

[32] Chen J., Sanberg P.R., Li Y., Wang L., Lu M., Willing A.E., Sanchez-Ramos J., Chopp M. (2001). Intravenous administration of human umbilical cord blood reduces behavioral deficits after stroke in rats. Stroke.

[33] Kin K., Yasuhara T., Kameda M., Tomita Y., Umakoshi M., Kuwahara K., Kin I., Kidani N., Morimoto J., Okazaki M. (2018). Cell encapsulation enhances antidepressant effect of the mesenchymal stem cells and counteracts depressive-like behavior of treatment-resistant depressed rats. Mol. Psychiatry.

How the deposited data were processed for this re-analysis (not part of the article)

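Gene expression in the cerebellar cortex of rats was measured 2 days after MCAO or sham surgery, with 1 array each for the contralateral side, the ipsilateral side and the control group, and RNA of 4 rats pooled on each. The authors hybridised the Cy3-labelled RNA to 1-colour Agilent arrays and deposited the intensity of each spot as quantified with Agilent Feature Extraction 12.1.0.3. The processed intensity used here was background-subtracted and corrected for spatial trends by that software, with no scaling between arrays. The authors also deposited a table of intensity values, which were the processed signals multiplied by 1 factor per array on a linear scale. The methods mention a normalization to control samples on each chip, and do not say whether these factors are that normalization. All 3 arrays lay on 1 slide and were scanned in 1 scan, so there was no batch to compare.

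From these intensities, log2 signals were shifted so that each array had the same 75th percentile over the spots that are not controls. The 759 spots marked as outliers on any array were left out. Spots of a probe were averaged, then probes of a gene. The plan had been to group probes by a gene name column and to run normexp on the mean signal of each spot. The files had neither column, so genes were grouped by symbol where the accession matched 1 in the RefSeq table of the GRCr8 assembly and by accession otherwise, and normexp was run on median signals. Of 39957 accessions, 17622 matched, including 15890 of 16787 curated mRNA accessions. No coordinates were used.

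A gene was counted as increased or decreased when its log2 ratio was above 1 or below -1, as in the methods of the paper, and no filter on dim spots was applied. With 1 array per condition, no test and no p-value was computed. The precision is limited by the number of arrays. The error of a ratio was taken from the error per spot given by the scanner software, which covers neither rats nor hybridisations. Counts and overlaps with no effect were simulated 200 times with this error. The simulation treats the contralateral and ipsilateral pools as independent, although both came from the same 4 rats.

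The Hallmark gene sets of the paper were not used here. Of 26 gene lists, 20 were written before the data were examined and 6 afterwards. Each list was described by the median log2 ratio of its detected members and its percentile among 10000 random lists matched on mean expression in 50 bins, and its interval was taken from 2000 bootstrap draws of its members. Genes named in the text were Nfe2l2, Hmox1 and Actb, the 5 largest and 5 smallest log2 ratios of each comparison among named genes with every probe well above background on all 3 arrays and changed the same way, and the detected member of each list with the largest and the smallest contralateral ratio. Where such a member was not well above background on an array, its ratio gives only a bound and is printed only where its sign changed with the processing. Members with the largest and the smallest ratio among those with every probe well above background on all 3 arrays are named as well, a rule added after the data had been seen. A further gene that these rules name is not reported here. Others are named as chosen after their values were seen.

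The alternatives were no scaling, scaling to the median or to 8 spike-in probes, quantile normalization, normexp with an offset of 50, the deposited values, 50 added to the signal, 2 filters on dim probes, single probes, the brightest probe, and outlier spots kept. Counting and list statistics were tested on simulated data for the contralateral to control comparison over 11991 named genes, using only probes well above background on all 3 arrays. All 200 genes changed by 2 on the log2 scale were recovered, 1 unchanged gene passed the threshold, and a list of 50 genes shifted by 0.3 lay above all random lists. This check leaves out the dim genes that the main counts include. With those included, the simulations of unchanged arrays gave 1516 to 1770 increased and 1462 to 1691 decreased contralateral genes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and limma 3.58.1 in R 4.3.3 were used.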

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

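The tests on the glucocorticoid-responsive genes and on forebrain or midbrain tissue were chosen after the results were seen; the others in this part were chosen before the values they measure. Some of the numeric limits by which the tests were judged were set after provisional values had been seen.

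Genes known to respond to glucocorticoids, which the paper does not discuss, were higher than in the control group on both sides. The median of 23 detected genes was 0.72 on the contralateral and 0.82 on the ipsilateral side, above all 10000 random lists each time, and -0.032 between the sides. Of the 24 genes on the array, other lists also hold 9, among them Per1 and Mt2A, and Mt2A is the most abundant, at 1.94 and 1.98. Low signals are argued against, since members well above background on all 3 arrays had a contralateral median of 0.73. Scaling is argued against too: the lowest median on either side under the other scalings was 0.28, reached without scaling, where the median of all named genes on the ipsilateral side was -0.51. A candidate explanation is a stronger stress response of the MCAO group than of the sham group. It was not tested, and a deviation of the single control pool stays open as well, since both ratios use that pool.

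The median log2 ratio of the choroid plexus markers to the control group was -0.58 on the contralateral and 0.46 on the ipsilateral side. Of the 18 detected genes, 16 were below and 2 above 0 contralaterally, and 4 below and 14 above 0 ipsilaterally. Slc4a5, among these 4, was lower on both sides, at -2.12 and -1.20. The difference between the sides was not tested, having no replicates. Between the sides the median was -0.82 over 18 detected genes, with all 18 lower on the contralateral side. Ttr, the most abundant of them, had scaled log2 signals of 13.27, 16.20 and 15.01 on the contralateral, ipsilateral and control arrays, and a log2 ratio of -2.93 between the sides, -1.74 to the control group on the contralateral side and 1.19 on the ipsilateral side. Without scaling the ipsilateral median was -0.072, but relative to all genes it was 0.38 to 0.44 under every scaling. Another list holds 1 of the 20 choroid plexus genes on the array. The list lay at percentile 0 of the random lists between the sides, as choroid plexus tissue in unequal amounts in the dissections would give, so this is a candidate explanation for these genes; 15 of them were well above background on all 3 arrays, so the tissue of every array gave signal. Leptomeningeal markers were below the control group on both sides, with medians of -0.46 contralaterally and -0.20 ipsilaterally, each at percentile 0. Between the sides they were lower on the contralateral side as well, with a median of -0.34, also at percentile 0. It was 0.048 without scaling, where all genes shifted by 0.39, and relative to all genes it was -0.34 to -0.32 under every scaling. Col1a2, the most abundant of them, was at -0.49. Brainstem and deep nuclei markers had a median of -0.26 at the 23.3rd percentile, positive without scaling, and the 9 of 25 genes well above background on all 3 arrays are too few to decide. A change of the choroid plexus itself after MCAO stays open and was not tested.

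Other lists, for processes or a side that the gene set tables of the paper do not cover, stood above the control group. Ribosomal protein genes had a median of 0.12 on the contralateral and 0.18 on the ipsilateral side, which turned negative without scaling on both sides and with spike-in scaling on the ipsilateral side; relative to all genes they were 0.033 to 0.13 and 0.061 to 0.16 under every scaling. Circadian clock genes had medians of 0.19 and 0.15, the latter negative without scaling and with spike-in scaling. Microglia and macrophage markers had an ipsilateral median of 0.26, and complement and coagulation genes, which the paper lists for the contralateral side, one of 0.36, both negative without scaling. Relative to all genes, the ipsilateral medians of these 3 lists were 0.13 to 0.17, 0.24 to 0.28 and 0.22 to 0.34 under every scaling. No biological explanation was tested for the ribosomal protein, microglia and complement lists.

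Some genes outside those the paper discusses had large ratios to the control group. Cck was at 3.55 on the contralateral side, read from 10 spots, and at 0.28 on the ipsilateral side. Forebrain or midbrain tissue in the contralateral dissection might bring Cck, but a list of such markers without Cck lay at the 40.9th percentile between the sides, with a median of -0.050 that turned positive under 3 other scalings, and members that went both ways leave it open. Sst, the most abundant of them, was at 0.086 between the sides. Nrgn, which the list does not hold and which was also read from 10 spots, was at 1.82 on the contralateral side, -0.21 on the ipsilateral side and 2.03 between the sides. Rsbn1l was at 3.27 on the contralateral side and at -0.25 on the other, while Itpr2 was at 3.27 and Vdr at 2.59 on the ipsilateral side with 0.14 and -0.050 on the contralateral one. These 3 genes were read from 1 spot each. Error of single spots could give such values: 0.516% of the single spots of replicated probes had a ratio between the sides beyond 1, against 0.346% of the probes by the mean of their spots and 0.295% of the probes with 1 spot at like signals, which does not decide it. Mrap, at 3.12 contralaterally and 3.06 ipsilaterally, and Cstdc2, at 2.71 and 2.51, differed between the sides by less than the scanner error, so the control array is a candidate source for them that the simulated overlap of at most 9 genes leaves open. Glycam1, at 3.26 and 5.88, and Steap4, at 1.53 and 2.96, were also higher than in the control group on both sides. Between the sides, a comparison without the control array, they were at -2.61 and -1.43. Mrap, Glycam1 and Steap4 were also read from 1 spot each, so error of single spots stays open for them as well.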

How the results depend on the processing

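The enrichment score and the setting that combined the deposited values, RefSeq accessions and a background filter were chosen after the data were seen, the latter as a variant of 1 of 37 combinations counted in a search for the paper's counts. No paired analysis was possible because each condition has 1 array. The slide as a block was not run, since the 3 arrays lay on 1 slide and leave no residual degrees of freedom.

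All 7 counts stayed within 1.5 times their value with scaling to the median, the deposited values, single probes, the brightest probe and outlier spots kept. They depended most on how dim signals were treated, where fewer genes can pass. With normexp, 72 genes were increased and 51 decreased on the contralateral side, 168 and 23 on the ipsilateral side, 40 and 19 on both, and 46 differed between the sides. With 50 added to the signal, the counts were 88 and 94, 143 and 80, 39 and 68, and 102. With genes well above background on all 3 arrays they were 338 and 207, 764 and 193, 253 and 111, and 434. With genes well above background on at least 1 of the 2 arrays compared, 936 were increased and 1170 decreased contralaterally, 2343 increased ipsilaterally, 489 increased on both sides, and 2479 differed between the sides. The combined setting gave 682 and 1041, 1584 and 679, 451 and 433, and 1908.

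Scaling moved the ipsilateral counts. Without scaling, 2618 genes were increased and 3352 decreased on the ipsilateral side, and 576 and 1500 on both sides. Quantile normalization gave 2862 increased and 2439 decreased ipsilateral genes, and spike-in scaling 1895 decreased ones. Relative to the main setting, the median of all named genes shifted by -0.15 contralaterally, -0.53 ipsilaterally and 0.39 between the sides without scaling, and by -0.25 ipsilaterally and 0.17 between the sides with spike-in scaling. List medians moved with it.

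The contralateral median of the oxidative phosphorylation list, 0.011, became -0.13 without scaling, -0.038 after quantile normalization, -0.067 with spike-in scaling, -0.026 with the deposited values and 0.049 with scaling to the median. By the enrichment score, whose percentile counts random scores of both signs, the list was at 67.9, and at 71.8 with dim genes ranked too. Without scaling, the medians of the other lists of processes in Table 1 moved with all genes by the same amount: hypoxia was at -0.17, apoptosis at -0.20 and the Nrf2 list at -0.12; with spike-in scaling hypoxia was at -0.10 and the Nrf2 list at -0.051; with normexp apoptosis was at 0.0098. The percentile of the hypoxia median fell to 0.740 after quantile normalization. By a different statistic, the enrichment score with dim genes ranked too, the list was at percentile 92.1. The cause was not tested beyond the shift of all genes.

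Some list medians changed sign. For the ipsilateral side to the control group, the values without scaling were -0.49 for oxidative phosphorylation, -0.35 for ribosomal proteins, -0.38 for clock genes, -0.36 for inflammation, -0.072 for choroid plexus, -0.27 for microglia and -0.17 for complement and coagulation. With spike-in scaling they were -0.20 for oxidative phosphorylation, -0.066 for ribosomal proteins, -0.097 for clock genes and -0.076 for inflammation. Oxidative phosphorylation was at -0.036 after quantile normalization and -0.012 with the deposited values. Apoptosis was at 0.12 with normexp and 0.010 among genes well above background on all 3 arrays, and angiogenesis at 0.071 with normexp. For the contralateral side, ribosomal proteins were at -0.026 without scaling and granule cell markers at 0.012 with normexp. Between the sides, the values without scaling were 0.33 for the Nrf2 list, 0.18 for immediate early genes, 0.048 for leptomeninges, 0.051 for microglia, 0.30 for endothelial cells, 0.18 for complement and coagulation and 0.25 for angiogenesis. With spike-in scaling the Nrf2 list was at 0.12, endothelial cells at 0.087 and angiogenesis at 0.034, and the erythroid list was at -0.11 with normexp. The cause was not tested for the changes under normexp, where the median of all genes was 0.090 contralaterally and 0.34 ipsilaterally. Among the values of single named genes, 2471 moved by less than the scanner error, 480 by more, and 7 ratios beyond 1 changed sign. With normexp the contralateral ratios of Fadd, Fga and Mrc1 were 0.019, 0.0052 and 0.064, and the ipsilateral ratio of Nts was 0.30. None of these genes was well above background on the contralateral or the ipsilateral array, so these ratios give only bounds. The ipsilateral ratio of Flt4 was 0.036 with normexp. With the brightest probe and among genes well above background on all 3 arrays, the ipsilateral ratio of Flt4 was 0.44; its 2 probes differ.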

Differences from the paper's values

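The paper gives 765 genes as increased in the contralateral cerebellar cortex, against 1810 here. Of the alternatives set before the data were examined, only genes well above background on at least 1 of the 2 arrays came within 1.5 times, with 936. The paper's count of genes increased on the ipsilateral side is 1183, against 5220 here, and none of those alternatives came within 1.5 times. For genes decreased on the ipsilateral side the paper has 813 and the count here was 1222; scaling to the median gave 1175 and genes well above background on at least 1 of the 2 arrays 872, while the others stayed further away. The paper has 502 genes increased on both sides, against 1120 here, with 576 without scaling and 489 with that background filter, and the others stayed further away. For genes decreased on both sides the paper has 500, against 776, with 741 under scaling to the median and 561 with the filter, and the others stayed further away. After the values and the paper's counts had been seen, 37 combinations of values, background filter and counting unit were counted in a search for settings near the paper's. None of them came within 1.5 times of all 6 of the paper's counts as its text assigns them, the nearest reaching 5 of 6, and 10 did so when the 2 counts described next were exchanged. Those 10 all used the deposited values. Spots well above background on any array gave 4 of them, counted by probe or by accession, and spots well above background on the brighter array gave 2, counted in the same units. The others were RefSeq accessions well above background on any array, counted by spot, probe or accession, and on the brighter array, counted by spot. The closest was the RefSeq setting on any array counted by spot, with 797 and 1207 on the contralateral side, 1729 and 823 on the ipsilateral side, and 522 and 556 on both. Taken singly, the paper's counts of genes increased and decreased contralaterally, increased and decreased ipsilaterally, and increased and decreased on both sides were approached within 1.5 times by 15, 12, 10, 15, 13 and 15 of the combinations. A variant of the RefSeq setting, kept because it came close, took single probes with a RefSeq accession well above background on any array in the deposited values, and gave 682 contralateral increased, 1584 ipsilateral increased, 679 ipsilateral decreased, 451 shared increased and 433 shared decreased genes, each within 1.5 times of the paper's count. Under it 1041 genes were decreased contralaterally, against the paper's 1813 in its text.

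The paper's text gives 1813 to the genes decreased on the contralateral side and 1183 to those increased on the ipsilateral side. In Figure 3C and Figure 3D, the parts of the circles add up to 1813 for the increased ipsilateral genes and 1183 for the decreased contralateral ones. Here, the decreased contralateral genes were fewer than the increased ipsilateral genes, at 2547 against 5220, while without scaling they were more, at 3143 against 2618.

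The paper lists hypoxia and apoptosis among the upregulated sets. Medians of the lists used here were -0.023 and -0.054; by the enrichment score, hypoxia was positive at 0.35 and apoptosis negative at -0.33. The paper finds oxidative phosphorylation enriched among upregulated genes, while the list here had a median below all matched random lists. Its enrichment score was 0.20, at the 67.9th percentile, with a normalized score of 0.61, weaker than the average positive random score. The paper places complement and coagulation among the downregulated sets, and the list here had a contralateral median of 0.023. The lists are not the Hallmark sets.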

Other observations

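The tests on erythroid transcripts were chosen after the result was seen; the others in this part were chosen before the values they measure. Here too, some of the numeric limits by which the tests were judged were set after provisional values had been seen.

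The paper measured Nrf2 and HO-1 as proteins in other rats. On the arrays, the mRNA of Nfe2l2, which encodes Nrf2, had a log2 ratio to the control group of -0.0069 on the contralateral and 0.12 on the ipsilateral side, within the scanner error of 0.20. Hmox1, which encodes HO-1, was at 0.49 and 0.81 with an error of 0.21, and at -0.32 between the sides. Actb was at -0.19 and -0.17 with an error of 0.20. Nqo1, an Nrf2 target chosen after its values were seen, was at 0.74 and 0.80.

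More genes were increased than decreased on the ipsilateral array. Signals at the floor of a dim array, raised by scaling, are a candidate explanation for the dim genes. Negative control spots had a median log2 ratio of 0.52 to the control array, close to the 0.52 of the 12839 probes that were not well above background on any array, of which 3170 were above 1 and 460 below -1; only 1.62% of the negative control spots themselves passed 1. Among genes well above background on all 3 arrays, the dimmest 7754 had 617 increased and 145 decreased, as the floor would give. It is argued against as the whole cause there, since the brightest 7754 genes had 52 increased and 6 decreased.

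The oxidative phosphorylation list lay below the matched random lists on both sides, at percentile 0 on the contralateral and 0.04 on the ipsilateral side, and at 2.53 between the sides. Both ratios share the control array, so an effect of the operation on both sides cannot be told apart from a deviation of the single control pool; the tests had been set for a list above the random lists. A fall of abundant housekeeping transcripts as a class is argued against, since the ribosomal protein list lay on the other side, at percentile 100. This cannot exclude a rise of bright genes as the source of the low position. Among genes well above background on all 3 arrays, the brightest 7754 had a contralateral median of 0.036. The contralateral median of the list, 0.011, lay below that and above the -0.0067 of all named genes. By the weighted enrichment score the list was not below all random lists. That percentile counts random scores of both signs, against lists not matched on expression. Contralaterally the score was 0.20, at the 67.9th percentile, with a normalized score of 0.61. On the ipsilateral side it was 0.33, at the 43.5th percentile, with a normalized score of 0.86. Both scores were weaker than the average positive random score. With dim genes ranked too, the percentiles were 71.8 contralaterally and 1.4 ipsilaterally, where the score was -0.31.

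Genes changed on both sides may reflect a different time of day of collection. The median of Bmal1 and Npas2 minus that of the clock genes of opposite phase was -0.41 on the contralateral and -0.47 on the ipsilateral side, and -0.37 and -0.44 without Per1, which also responds to glucocorticoids. The explanation stays open, as does the control array itself, for which the simulated overlap was at most 9 genes.

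Globin genes were lower than in the control group on both sides. The smallest fall among Hba-a1, Hba-a2, Hbb-b1 and Hbb-bs was -0.82, and the largest was -2.66 for Hbb-bs on the ipsilateral side. The erythroid and plasma list had medians of -0.89 and -0.82. Less blood in both samples of the MCAO group than in the control pool is a candidate explanation, and a deviation of that pool would look the same. Between the sides the list lay at the 99.7th percentile, but Hba-a1 at 0.14 and Hba-a2 at -0.042 stayed within the scanner error while Hbb-bs was at 0.90, so blood left in 1 sample stays open.

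For other lists, the contralateral and ipsilateral medians to the control group were -0.26 and -0.085 for immediate early genes, with Fos at -1.33 and -0.98. These medians lay at percentiles 0 and 3.69 of the random lists. Between the sides the immediate early median was -0.21, at percentile 0, with 20 of 24 genes lower contralaterally and 4 higher. It was 0.18 without scaling, but relative to all genes it was -0.20 to -0.15 under every scaling. No cause was tested. The medians were -0.16 and -0.15 for oligodendrocyte and myelin markers, -0.26 and -0.14 for endothelial and pericyte markers, -0.10 and -0.085 for granule cell markers, 0.056 and 0.027 for Purkinje cell markers, and 0.030 and 0.034 for Bergmann glia and astrocyte markers. The medians of the Purkinje and Bergmann glia lists changed sign without scaling and with spike-in scaling, and on the ipsilateral side also after quantile normalization and with the deposited values. The contralateral Bergmann glia median was negative with the deposited values too. Of the sex chromosome transcripts, Ddx3y was at -0.23 and -0.18 and Eif2s3y at 0.0014 and -0.016. The brainstem list was at -0.12 and 0.13, the latter negative without scaling and with spike-in scaling.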
